A study of Mus musculus with 12 samples. Its data were reported in "The m6A methylation and expression profiles of mouse neural stem cells after hypoxia/reoxygenation" (2024).

How the data were processed

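The samples were cultures of C17.2, an immortalised mouse neural stem cell (NSC) line, either kept as controls or exposed to hypoxia/reoxygenation (H/R), a model of ischemia and reperfusion in which the cells spent 12 h at 5% oxygen and then 48 h in standard oxygen. The assay was methylated RNA immunoprecipitation sequencing (MeRIP-seq), in which RNA fragments bound by an antibody against N6-methyladenosine (m6A) are sequenced beside the unselected input RNA. The labels gave 12 samples in 4 groups of 3, namely control immunoprecipitates, control inputs, H/R immunoprecipitates and H/R inputs. The deposited files were 18 peak lists, that is, a list of mRNA peaks, of long noncoding RNA (lncRNA) peaks and of circular RNA (circRNA) peaks for each of 3 control and 3 H/R libraries named A, B and C. Each library stood for an immunoprecipitate against its input, and the letters were not tied to the replicate numbers of the labels. Nothing in the labels said that the replicates came from separate cultures, so p-values of tests between libraries measured only the spread between these samples, which may be technical. P-values of Fisher's exact tests and of random or matched draws of genes took genes or regions as units. They measure no spread between libraries.

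According to the submitters' processing notes and the study's methods, reads were trimmed with cutadapt (version 1.9.3) and aligned with HISAT2 (version 2.0.4) to the mouse genome build mm10. The authors called peaks per library with MACS, the immunoprecipitate against the input, and kept and annotated the parts on exons with a program of their own. Replicates were not pooled. The deposited p score of a peak is 10 times the -log10 of the p that MACS gave it, and the lowest score in the mRNA lists lay between 50 and 50.03. The deposited fold enrichment is the ratio of immunoprecipitate to the local background that MACS estimated. The deposited false discovery rate is in percent, and its median in the mRNA lists was 100% in each control library and 68.9%, 85.9% and 74.0% in H/R A, B and C. Few mRNA peaks had a rate of 5% or less, namely 7, 0 and 2 in control A, B and C and 0, 0 and 6 in H/R A, B and C. These p, fold and false discovery values are the authors' own values per peak, and were used to describe, rank or filter peaks within a list, except that a background implied by p and fold enrichment was later compared between lists, a comparison chosen after seeing the data. The lists do not give the number of reads behind them, and read numbers per library were not used here, so no interval that needs the depth was given. A library with more reads, or with another background, can yield more peaks from the same RNA.

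Peaks were compared by presence or absence. A gene was called in a library when its symbol had a peak in that library's mRNA list, an lncRNA when its transcript identifier did, and a circRNA when its coordinates did. Regions were merged from the mRNA peaks of the 6 lists, with an overlap of at least 1 bp. Counts and medians per library were compared by a two-sided exact permutation test of the difference in means, 3 against 3, whose smallest possible p is 0.1, so that no such comparison could pass 0.05. Genes, regions or transcripts called in all 3 H/R lists and in no control list are termed H/R-only, and those called in all 3 control lists and in no H/R list control-only. These counts were set against the 10 splits of the 6 libraries into 3 and 3. The script that counted them was checked on simulated data over 10030 genes, in which it recovered 100% of 200 planted genes and called 34 others. That checked the counting only, and the 34 were not used as a rate of false calls in the deposited lists.

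Gene lists were compared by a two-sided Fisher's exact test of H/R-only genes against all genes with a peak in at least 1 mRNA list, with Benjamini-Hochberg adjustment at a threshold of 0.05, and odds ratios with 0.5 added to each cell. Of 36 lists, 33 had the required 5 members among these genes, and the result of 1 of the smaller lists is not reported here. They covered the m6A machinery, cell division, stress and signalling pathways, cell type markers, gene families by symbol pattern, and genes that the study itself had picked. The picked lists (hub genes, top changed peaks and top changed transcripts) came from these or companion samples and are not independent evidence. The study ranked its top changed peaks and transcripts by P value. A peak's centre decided its region class on its listed transcript (GENCODE vM21 and RefSeq models of the same build), with the 100 bases on either side of the start and stop codons taken first, and 96.1% to 96.5% of the mRNA peaks of a library could be classed. No peak lay past a chromosome end of the reference. The m6A consensus DRACH (D is A, G or T, R is A or G, H is A, C or T) was searched on the transcript strand and compared with shuffled peak sequence.

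The groups, tests, gene lists, alternatives and the rule for naming genes were fixed before the data were examined. The rule named the m6A writers, erasers and readers, the study's hub and top changed genes with Cenpe and Gvin1, the 10 genes per direction with the highest value of their lowest p score over the 3 libraries that called them, 2 to 4 members of each list that passed, and 5 lncRNAs and 5 circRNAs per direction by the same ranking. Other members of gene lists are named because they make up a printed count, and were chosen after their values were seen. The fixed alternatives were a p score of at least 100, a fold enrichment of at least 10, equal list length (in every library the peaks of smallest p, as many as in the shortest list), leaving out each library, the letters as a replicate block, and other rules for overlap, presence, background, region class and motif window. Chosen after seeing the data were random placement of peaks along the same transcripts, motif density outside peaks, GO and KEGG terms of 20 to 500 genes as the lists pair them with genes, genes matched on peak strength, and equal list length for lncRNAs and circRNAs. The study's read-based test of changed peaks was not repeated, since reads were not used here. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9, and samtools 1.23.1.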

Results

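Peaks of an m6A immunoprecipitation were compared between 3 control and 3 H/R libraries of C17.2 NSCs. The mRNA lists held 12180, 8932 and 7863 peaks in control A, B and C and 18706, 13954 and 22038 peaks in H/R A, B and C. Together they named 10030 genes, of which 3966 were called in all 6 lists.

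The first question was whether the number of called peaks differed after H/R. Every H/R list was longer than every control list, for mRNAs, lncRNAs and circRNAs alike. On mRNAs, 9658 ± 2248 peaks (SD, n = 3) were called in the control group and 18233 ± 4063 (SD, n = 3) in the H/R group. On lncRNAs the means were 1252 ± 298 and 2624 ± 632 peaks, and on circRNAs 863 ± 191 and 1634 ± 309 peaks (SD, n = 3 each). The mRNA peaks lay in 5462 ± 908 genes in the control group and 7896 ± 1164 genes in the H/R group (SD, n = 3 each), but with lists of equal length every H/R list named fewer genes than every control list, a difference of -105.7 genes (exact permutation p = 0.1). In the 3966 genes called in all 6 lists, 2.0 ± 0.27 peaks per gene were called in the control group and 3.0 ± 0.41 in the H/R group (SD, n = 3 each). Cenpe, a kinesin that moves chromosomes at the kinetochore, held 7, 5 and 1 peaks in control A, B and C and 16, 15 and 21 peaks in H/R A, B and C. Gvin1, a large interferon-inducible GTPase, held 4 peaks in each control list and 6 in each H/R list. With full lists each of these differences between group means had a two-sided exact permutation p of 0.1, the smallest that 3 against 3 libraries allow. Among peaks with a fold enrichment of at least 10, the difference in mRNA peaks was 873 per library (exact permutation p = 0.7), that in lncRNA peaks 179 (exact permutation p = 0.5), that in circRNA peaks -29.3 (exact permutation p = 0.7) and that in genes 347 (exact permutation p = 0.7). The median fold of mRNA peaks was 21.8, 33.9 and 28.0 in control A, B and C and 9.34, 15.5 and 10.05 in H/R A, B and C. A cut at 10 lay well below the median of each control list, above that of H/R A and close to that of H/R C. Here and below, this cut does not compare the groups evenly. Read totals, which the study reports in its supplement, were not used here, so these counts are not corrected for a difference in depth between the groups. The circRNA lists were not independent of the mRNA lists, since 80.4% to 88.7% of their peaks also stood in the mRNA list of the same library.

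**Figure D1:**
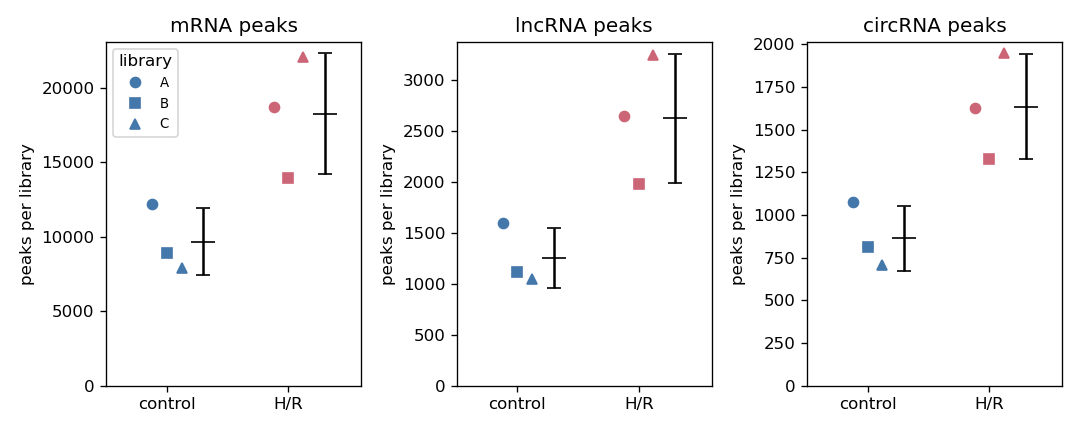
Peaks per library on mRNAs, lncRNAs and circRNAs (number of peaks on the vertical axis, starting at 0), with a symbol for each of libraries A, B and C and a bar for the mean and SD of 3 libraries. The highest control list on mRNAs held 12180 peaks and the lowest H/R list 13954.

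The second question was where on transcripts the peaks lay. Coding sequence held most peak centres in both groups, 54.4% ± 1.34 in the control group and 56.3% ± 0.691 in the H/R group (SD, n = 3 each), with overlapping libraries (two-sided exact permutation p = 0.2). The share near the start codon was 10.2% ± 0.341 in the control group and 12.3% ± 0.911 in the H/R group, and that in the 5'UTR was 7.42% ± 0.257 and 8.36% ± 0.159 (SD, n = 3 each). The 3'UTR, in contrast, held 21.8% ± 1.6 of control peaks and 17.3% ± 1.34 of H/R peaks, and the stop codon window 6.16% ± 0.344 and 5.74% ± 0.205 (SD, n = 3 each). These 4 differences had an exact permutation p of 0.1, with every H/R library on the same side of every control library. With each base counted, the 3'UTR held 36.1% ± 2.76 and 35.2% ± 1.76 (SD, n = 3 each, exact permutation p = 0.6), and the difference for coding sequence turned to -1.57 percentage points, as it did to -1.15 with a fold enrichment of at least 10 (exact permutation p of 0.4 and 0.3). Peaks placed at random along the same transcripts, a comparison chosen after seeing the data, would have put 6.33% of control peaks and 6.40% of H/R peaks in the stop codon window, 35.2% and 34.9% in the 3'UTR, and 6.09% and 6.17% near the start codon. The stop codon is the site where m6A is best known to gather. With each base of a peak counted, its window held 7.64% ± 0.4 of control and 7.77% ± 0.323 of H/R bases (SD, n = 3 each), above the shares of randomly placed peak centres, whereas by peak centres the group means were below them. The start codon window turned the other way, from above the random shares by peak centres to 4.35% ± 0.223 of control and 5.55% ± 0.621 of H/R bases (SD, n = 3 each), below them, and the 3'UTR shares by base lay near those at random, so that no excess or lack against random placement held under both ways of counting in these 3 classes. The 5'UTR held 4.31% ± 0.275 of control and 5.44% ± 0.526 of H/R bases (SD, n = 3 each, exact permutation p = 0.1). Its random shares were 4.39% and 4.37%. By group means its excess thus held under both ways of counting in the H/R group only. With lists of equal length the differences near the start codon and in the 5'UTR and 3'UTR were 0.536, 0.0701 and -1.99 percentage points, with exact permutation p of 0.4, 0.9 and 0.3, and those in coding sequence and the stop codon window were 1.98 and -0.598 points, each with an exact permutation p of 0.1. With a p score of at least 100, coding sequence and the stop codon window differed by 0.667 and -0.263 points (exact permutation p of 0.6 and 0.5).

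**Figure D2:**
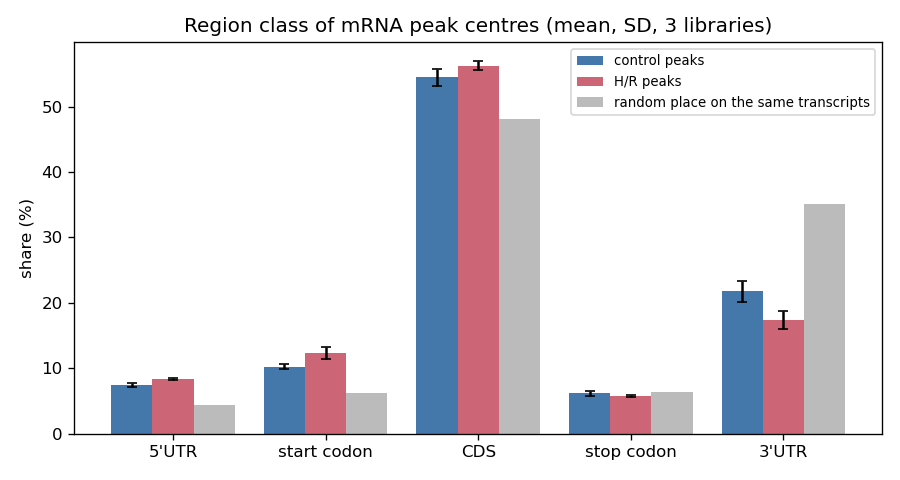
Share of mRNA peak centres in each region class (percent, vertical axis from 0), as the mean and SD of 3 control and 3 H/R libraries, beside the share that random placement on the same transcripts gives. The 3'UTR share was 21.8% in the control group and 17.3% in the H/R group, against 35.2% and 34.9% at random.

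The m6A consensus motif was nearly equally dense in both groups. DRACH occurred 20.7 ± 0.105 times per kb of control peaks and 20.4 ± 0.161 times per kb of H/R peaks (SD, n = 3 each, two-sided exact permutation p = 0.1), against 18.3 and 18.0 per kb of shuffled sequence. At least 1 DRACH site was present in 96.7% ± 0.218 of control peaks and 95% ± 0.88 of H/R peaks (SD, n = 3 each, exact permutation p = 0.1), and in 96.5% and 94.6% of shuffled peaks, so that presence alone hardly separated peaks from shuffled sequence. With lists of equal length the H/R minus control difference in this share was 0.103 percentage points (exact permutation p = 0.7). The difference in DRACH density was then -0.147 per kb (exact permutation p = 0.4). Against the same transcripts outside peaks, a comparison chosen after seeing the data, the densities were 20.8 inside and 20.3 outside per kb in the control group and 20.6 and 20.2 in the H/R group. GGAC, a common core of the motif, stood at 4.62 per kb inside and 4.08 outside in the control group and at 4.63 and 4.14 in the H/R group. With these small differences, and at most 7 mRNA peaks per list with a false discovery rate of 5% or less, many of the called peaks may not mark m6A, and counts of peaks here are not counts of m6A sites. Control peaks were longer, with a median of 535 ± 38.4 bases against 298 ± 53.5 bases in the H/R group (SD, n = 3 each, exact permutation p = 0.1). This difference was, with lists of equal length, -26 bases (exact permutation p = 0.7). It was -93 bases with a fold enrichment of at least 10 and -267 bases with a p score of at least 100 (exact permutation p = 0.1 each).

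The third question was which genes gained or lost all of their called peaks. Called in all 3 H/R lists and in no control list were 497 genes, or 4.96% of the 10030, whereas 7 genes were control-only. Rbm15b, Cactin and Hnrnpk shared the highest lowest p score, 3100, and are given in the order of their fold enrichment. The same score recurred in other genes, for example in every list for Zc3h13 and Rbm15, so it separates strong peaks only coarsely. The first was Rbm15b, a subunit of the m6A writer complex that guides it to its targets. Its peak of 3016 bases was centred in coding sequence on chromosome 9, from 106883985 to 106887000 on the minus strand of mm10, with a fold enrichment of 55.5 to 69.3 in the 3 H/R lists. The DRACH site nearest to the middle of that peak, AGACT, lay in AGCCGAGGAGACTCGCTATCC, at 106885487 to 106885507. Cactin, a splicing-related regulator, had a peak of 788 bases centred in the stop codon window on chromosome 10, from 81325464 to 81326251, with a fold enrichment of 29.7 to 33.8. The motif GGACA lay near its middle in CCCTACGAGGACATCGCCTTC, at 81325820 to 81325840 on the plus strand. Hnrnpk, an RNA-binding protein of splicing and translation, had a peak of 98 bases centred in coding sequence on chromosome 13, from 58399893 to 58399990, with a fold enrichment of 16.6 to 20.7 and 0 DRACH sites.

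The next genes by this ranking were Mak16, a factor of ribosome assembly, Slc20a1, a phosphate transporter, Leng8, Bag4, a co-chaperone that restrains death receptors, Hspa9, the mitochondrial HSP70 chaperone, Apc2, a neural relative of the Wnt regulator Apc, and Naca, which binds nascent proteins on the ribosome. Their lowest fold enrichment ranged from 5.92 in Mak16 to 32.1 in Leng8. Bag4 was listed without a control peak under its own symbol, but control peaks lay at the same place under another gene name, as for 6 of the 497 H/R-only genes. The control-only genes were Oasl2, an interferon-induced antiviral gene, with a peak centred in the 3'UTR, of fold 12.2 to 32.5, Fhl2, a LIM-domain coregulator, Ppp1r27, a phosphatase inhibitor, Bbs10, a chaperonin-like gene of the primary cilium, and the predicted genes Gm10719, Gm17535 and Gm10720. These 3 predicted genes lay close together near the start of chromosome 9, with peaks between 3016461 and 3035151. Of the 10 splits of the 6 libraries into 3 and 3, the real one gave the most H/R-only genes, and the highest of the others gave 226.

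With the lists held to 7863 peaks each, 73 genes were H/R-only and 85 control-only, so that the excess toward H/R was not seen there. Of the 73, 31 were among the 497, Rbm15b, Cactin, Hnrnpk, Mak16, Slc20a1 and Leng8 included, and of the 85, 4 were among the 7. The count of H/R-only genes was 1074 without control A and 1167 without H/R B. Control A and H/R B shared 63.2% of their merged regions, the highest of the pairs between groups, which ran from 33.2% upward with a mean of 46.9%. Pairs within the H/R group shared 52.4% to 61.8% (mean 57.1%), and pairs within the control group 55.4% to 64.5% (mean 60.7%). Control-only genes numbered 26 without control A, 15 without control B, 13 without control C, 16 without H/R A, 12 without H/R B and 20 without H/R C. With a fold enrichment of at least 10, 127 genes were H/R-only and 38 control-only.

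**Figure D3:**
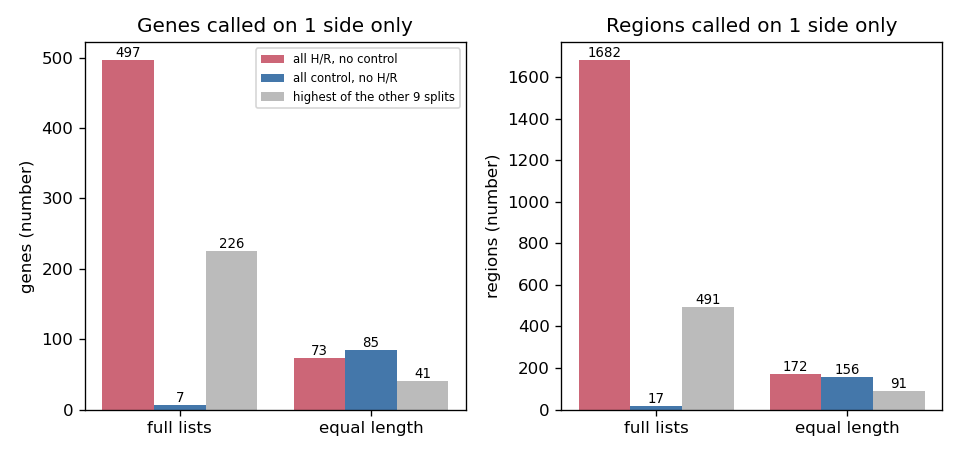
Number of genes (left) and merged regions (right) called in all lists of 1 group and in none of the other, with full lists and with lists of equal length, beside the highest count among the other 9 splits of the 6 libraries. With full lists 497 genes were H/R-only and 7 control-only, and at equal length 73 and 85.

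By region, 1682 of 27079 merged regions were H/R-only and 17 control-only, and 5950 were called in all 6 lists. H/R-only regions lay in 1383 genes, and 53.3% of them, 896 regions, stood in genes that all 3 control lists also called. By their centres, H/R-only regions sat closer to the start of transcripts than regions called in all 6 lists. The start codon window held 17.0% of H/R-only regions against 9.88% (Fisher's exact test, two-sided, adjusted p = 5.99e-14), and the 5'UTR 11.8% against 6.97% (adjusted p = 2.14e-09). By the same exact test the 3'UTR held 7.42% against 19.3% (adjusted p = 3.08e-33), the stop codon window 3.62% against 5.81% (adjusted p = 0.000452) and coding sequence 60.2% against 58.1% (adjusted p = 0.132). Neighbouring regions of a gene are not independent replicates, and these p-values measure no spread between libraries. The test set H/R-only regions against regions in all 6 lists, unmatched on peak strength or length, so it does not compare H/R with control. It was not repeated at equal list length or with each base counted. Over all mRNA peaks at equal length, the H/R minus control differences were 0.536 percentage points near the start codon and 0.0701 in the 5'UTR. At equal list length 172 regions were H/R-only and 156 control-only, and with a fold enrichment of at least 10 they numbered 334 and 141. The H/R-only count was 3055 without control A and 3834 without H/R B. Control-only regions numbered 52, 42 and 56 without control A, B and C and 45, 27 and 43 without H/R A, B and C.

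The fourth question was which groups of genes stood among the H/R-only genes. Genes of mitosis had the lowest p of the 33 lists, with 12 of 62 members or 19.4%, against 4.96% of all genes (odds ratio 4.84, Fisher's exact test, two-sided, adjusted p = 0.00142 over 33 lists). By rank they were led by Tacc3, which stabilises spindle microtubules, Melk, a kinase of dividing progenitors, Bub1b, a kinase of the spindle checkpoint, and Kif4, a kinesin of chromosome arms. The remaining members were Prc1, Kif18b, Nusap1, Nek2, Kif11, Kif2c, Ccnb2 and Spc25. The lowest fold enrichment of Tacc3, Melk, Bub1b and Kif4 in an H/R list was 8.87, 9.70, 10.1 and 7.44. Over the 12 members it ran from 3.50 in Spc25 to 10.4 in Nek2. Their lowest p score ran from 52.9 in Spc25, close to the lowest score in the lists, to 224 in Tacc3. On average 45.7% ± 9.17 of the mitosis genes were called in a control list and 86.0% ± 5.66 in an H/R list (SD, n = 3 each), and 19 of them were called in all 6 lists. Among GO biological process terms, which were tested after seeing the data, mitotic nuclear division passed with 25 of 212 genes (adjusted p = 0.0382, 1 of 576 terms), and 0 of 202 KEGG pathways passed by the same Fisher's exact test, with 15 at an unadjusted p under 0.05. By Fisher's exact test the mitosis list no longer passed without H/R B (adjusted p = 0.177), with a fold enrichment of at least 10 (adjusted p = 0.229) or at equal list length (adjusted p = 0.775), where its 2 H/R-only members were Cep55 and Troap. At equal length the conditional odds ratio was 4.82 (95% interval 0.552 to 19.3) against 4.69 (2.26 to 9.01) with full lists. The equal-length ratio rests on Cep55 and Troap, each called in 1 full control list, and on none of the 12. The similar ratios therefore cannot show whether the full-list effect persisted.

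Genes of DNA replication and S phase were H/R-only in 7 of 47 cases (Fisher's exact test, adjusted p = 0.0869), and did not pass. These 7 were Ccne1 and Ccne2, cyclins of S phase entry, E2f2, a transcription factor of the cell cycle, Mcm6, Orc1 and Orc6, parts of the replication licensing machinery, and Pold2, a polymerase subunit. The list passed that exact test without control A (adjusted p = 0.0477) and without control C (adjusted p = 0.0145), but not without any of the other libraries (adjusted p from 0.140 to 0.159), with a p score of at least 100 (0.516), with a fold enrichment of at least 10 (0.714), with a background of genes in at least 3 lists (0.0582) or with lists of equal length (1). Zinc finger genes with a Zfp symbol were H/R-only in 5 of 294 cases, or 1.70%, a share below that of all genes that did not pass either (exact test, adjusted p = 0.0869). That list passed the exact test without control B (adjusted p = 0.0378), without H/R A (0.0387), without H/R B (0.00453) and without H/R C (0.0172), but without control A, which called 85.0% of its genes, 24 were H/R-only (adjusted p = 0.517), and without control C it did not pass (0.0631). It also passed with a p score of at least 100 (exact test, adjusted p = 0.00435) and with a background of genes in at least 3 lists (0.00546), but not with a fold enrichment of at least 10 (0.334) or with lists of equal length (0.775), where 0 of its genes were H/R-only in either case. By the number of lists that called each gene, against random gene lists in a permutation test, mitosis (adjusted p = 0.00231) and S phase (adjusted p = 0.0037) gained more H/R lists than other genes. That permutation test gave an adjusted p of 0.0037 in the other direction for chromatin regulators and Zfp genes, but a gene called in all 6 lists has no list left to gain, and 52 of 65 chromatin regulators and 138 of 294 Zfp genes were. Lists with a low control share likewise had more to gain.

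**Figure D4:**
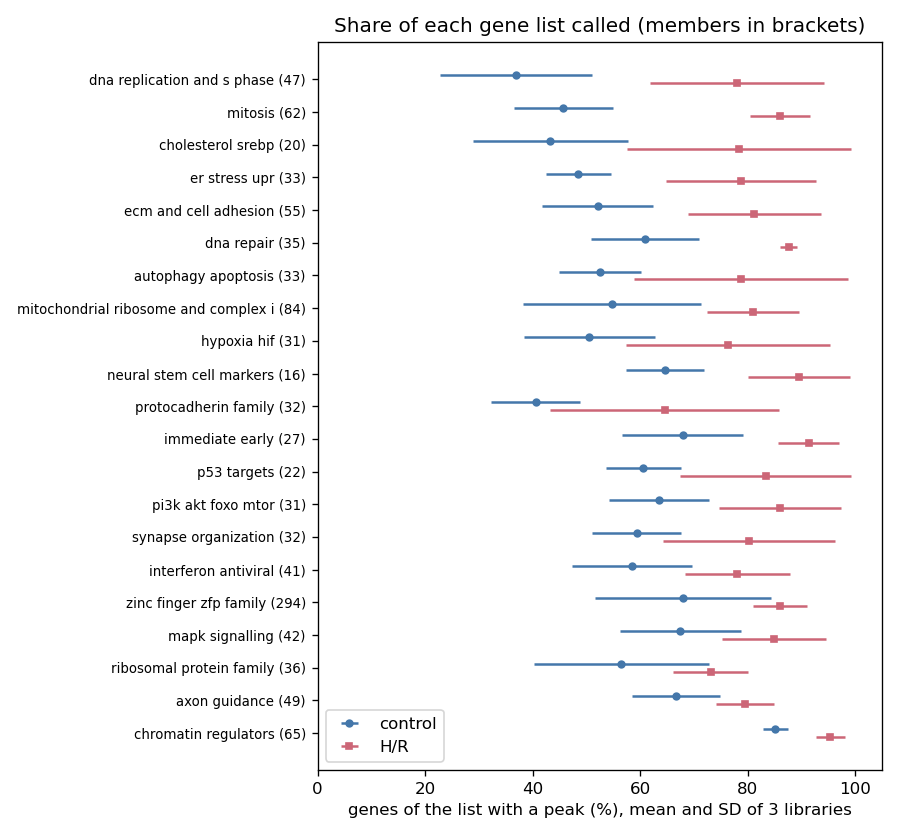
Share of each gene list's members with a peak (percent, horizontal axis), as the mean and SD of 3 control and 3 H/R libraries, for lists of at least 15 members not picked by the study, ordered by the difference, with the number of members in brackets. For mitosis the share was 45.7% in the control group and 86.0% in the H/R group, and for chromatin regulators 85.1% and 95.4%.

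By Fisher's exact test 1 of 33 lists passed, that of mitosis, and 4 had an unadjusted p under 0.05. In the hypoxia list 2 of 31 genes were H/R-only, Hif1an, which hydroxylates HIF factors, and Tfrc, the transferrin receptor. In the list of the endoplasmic reticulum stress response 3 of 33 were, Xbp1, Sec61b and Sdf2l1, and in DNA repair 3 of 35, Fancb, Fanci and Rad54b. Among 16 neural stem cell markers 2 were H/R-only, Bmi1 and Hes1, both repressors that keep stem cells from differentiating. Among immediate early genes 2 of 27 were, Myc and Nr4a3, and in the PI3K, Akt, FOXO and mTOR list 2 of 31, Akt1 and Igf1. Extracellular matrix and adhesion genes held 3 of 55, Fn1, Itgav and Itgb8. Mitochondrial ribosome and complex I genes held 7 of 84, interferon and antiviral genes 3 of 41, chromatin regulators 3 of 65 and replication histones 1 of 13. In axon guidance the count was 1 of 49, in autophagy and apoptosis 1 of 33, in cholesterol synthesis 1 of 20 and among ribosomal protein symbols 1 of 36, which was the kinase gene Rps6ka4. There were 0 H/R-only genes among 42 of MAPK signalling, 32 of synapse organisation, 32 protocadherins, 22 p53 targets and 6 olfactory receptors, nor among the markers of astrocytes (5), oligodendrocytes (5) and fibroblasts, endothelium and muscle (7). Too few to test were markers of neurons (Celf4, Elavl3, Map2 and Tbr1). Among control-only genes 0 of 33 lists passed by Fisher's exact test, with 2 at an unadjusted p under 0.05.

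The writers, erasers and readers of m6A were themselves mostly called in both groups. Of 10 writer genes with a peak, 1 was H/R-only, Rbm15b (Fisher's exact test, adjusted p = 0.957), and 5 were called in all 6 lists, namely Wtap, Zc3h13, Rbm15, Cbll1 and 1110037F02Rik, the older symbol of Virma. On average 70% ± 10 of the writer genes were called in a control list and all of them in each H/R list (n = 3 each), a mean gain of 0.9 lists per gene against 0.728 over all genes (permutation test, adjusted p = 0.925). Mettl14, the partner of the catalytic subunit, and Mettl5, a methyltransferase of ribosomal RNA, were called in 2 control and 3 H/R lists, and Mettl16 and Zcchc4 in 1 control and 3 H/R lists. The Mettl14 peak of highest score was centred in the start codon window on chromosome 3, from 123385762 to 123385990. Mettl3, the catalytic subunit, and Trmt112 were called in 0 lists. Both erasers, Fto and Alkbh5, were called in all 6 lists. Of 11 readers with a peak, 0 were H/R-only, and Ythdf1, Ythdf2, Ythdf3, Ythdc1 and Fmr1 were called in all 6 lists. Igf2bp2 and Prrc2a were called in 1 control and 3 H/R lists, Elavl1, Hnrnpc and Ythdc2 in 1 H/R list each, Igf2bp1 and Igf2bp3 in 0 lists, and Hnrnpa2b1 in 2 control and 0 H/R lists.

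The genes that the study had picked were looked up next, and since it chose them on these or companion samples their counts are not independent evidence. The lookup was by gene symbol, so a call here need not lie at the peak that the study listed. Of the hub genes, Cdk1, the kinase that starts mitosis, Mki67, a marker of proliferation, and Top2a, a topoisomerase of chromosome segregation, were called in all 6 lists. Ccnb2, a partner cyclin of Cdk1, was H/R-only, Aurkb, a mitotic kinase, was called in 1 H/R list, and Ccna2 and Rrm2 in 0 lists. Of the 10 genes whose upward peaks had the lowest P values in the study, Cep89, Kng2 and Osbpl5 were H/R-only (Fisher's exact test, adjusted p = 0.0922). Cenpe, Kif14, Maml1 and Snx29 were called in all 6 lists. Hmmr was called in 2 control and 3 H/R lists, Taf6 in 1 control and 2 H/R lists, and Hp in 2 H/R lists. Of the genes whose downward peaks had the lowest P values there, Oasl2 was control-only. Lpin3 was called in 2 control lists and AI607873 in 1, each with 0 H/R lists. Cyfip1, Gm7120, Nyap1 and Vipr2 were called in all 6 lists, and Exoc3l, Fev and Mgarp in 0. By the number of lists these genes gained fewer H/R lists than random gene lists (permutation test, adjusted p = 0.00165). Positions were compared for the upward and downward genes called in some but not all lists. The peak of highest score overlapped the study's listed peak in Cep89, Kng2, Hp and AI607873. It lay elsewhere in Osbpl5, Hmmr, Taf6, Oasl2 and Lpin3. Calls of these genes are thus not a test of the study's changed peaks. Of the transcripts with the lowest P values in the study's expression data, 0 of 7 higher and 0 of 8 lower ones with a peak were H/R-only.

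The same comparison was made for noncoding RNAs. Of 4089 lncRNA transcripts 239 were H/R-only and 7 control-only, and of 1112 circRNAs 76 and 0. The highest ranked H/R-only lncRNA transcripts overlapped exons of Tpm2, Canx, Brd2 and Sh3d19 in the sense direction, so that their peaks could not be told from those of the mRNA, and the remaining one was the intergenic Hmgb1-ps2, with a peak on chromosome X from 146175942 to 146176577. Among control-only lncRNAs were Dleu2, a host gene of microRNAs, with a peak on chromosome 14 from 61602912 to 61603806, AK020767, and transcripts sharing exons with Ptpn1, Zeb1 and Piga. The H/R-only circRNAs of highest rank spanned 99955849 to 99967387 on chromosome 5, 143027946 to 143098505 on chromosome 5, 69935779 to 69936036 on chromosome 8, 82350389 to 82353643 on chromosome 4 and 120404206 to 120433128 on chromosome 11. Sense overlap with exons accounted for 60.5% ± 1.54 of control and 63.2% ± 0.399 of H/R lncRNA peaks (SD, n = 3 each, two-sided exact permutation p = 0.1). With lists of equal length, an alternative chosen after seeing the data, 26 lncRNA transcripts were H/R-only and 24 control-only, and 5 and 7 circRNAs.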

Values the study reported

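The study reported an average of 9658 m6A peaks on mRNAs in the control group and of 18,233 in the H/R group. Of all peaks, 12,816, or 47.2%, were shared by both groups. The share of peaks in coding sequence rose from 38.2% to 44.2% after H/R. With the study's read-based test, 8540 peaks changed, 2847 of them upward and 5693 downward, in 6200 mRNAs. The study measured a higher overall m6A level after H/R (P = 0.0020) and a higher level of Mettl14 mRNA (P = 0.0081). In its RNA sequencing, 1454 mRNAs differed, 755 of them higher and 699 lower after H/R.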

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

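Chosen only after the results were seen were the equal list length alternatives for lncRNAs and circRNAs. Of 249 alternative values, 183 kept their direction and their side of the threshold or stayed within 1.5 times of a count, and 6 reversed. A further 43 counts or values moved, 13 gene list values passed a threshold that they had not passed, and 4 no longer passed. The permutation tests of 3 against 3 libraries could not pass a threshold under any setting, so their sides say nothing about stability. The cause of the changes given here was not tested, except that equal length fixes the number of peaks, and with 1 library fewer, or 2 lists required, fewer lists had to meet a condition.

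With a fold enrichment of at least 10, the H/R minus control difference was -29.3 circRNA peaks and -1.15 percentage points for coding sequence, 127 genes and 334 regions were H/R-only, 38 genes and 141 regions control-only, and 0 gene lists passed by Fisher's exact test (2 at an unadjusted p under 0.05), mitosis with an adjusted p of 0.229. The fold cut does not compare the groups evenly, since median folds were lower in the H/R lists. At equal list length the difference was -105.7 genes per library and 0.103 percentage points of peaks with a DRACH site, 73 genes and 172 regions were H/R-only, 85 genes and 156 regions control-only, and the adjusted p of mitosis was 0.775. With each base of a peak counted, the differences were -1.57 points for coding sequence and 0.123 points for the stop codon window. With a p score of at least 100, 10 regions were control-only and 2 lists passed, mitosis and Zfp genes. With at least 2 lists of a group required, 1307 genes were H/R-only and 40 control-only. With a background of genes in at least 3 lists the same 2 gene lists passed, by the number of lists 5 passed, and among control-only genes 0 passed (2 at an unadjusted p under 0.05), mitosis with an adjusted p of 1.

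Leaving out 1 library gave 549 to 1167 H/R-only genes (1074 without control A and 1167 without H/R B), 12 to 26 control-only genes (26, 15 and 13 without control A, B and C and 16, 12 and 20 without H/R A, B and C), 1857 to 3834 H/R-only regions (3055 without control A and 3834 without H/R B) and 27 to 56 control-only regions (52, 42 and 56 without control A, B and C and 45, 27 and 43 without H/R A, B and C). Between 1 and 2 lists passed, 2 of them without control A, B or C or H/R A or C, and the adjusted p of mitosis ran from 5.92e-05 to 0.177, the latter without H/R B. Mitosis was joined by S phase without control A or C and by Zfp genes without control B, H/R A or H/R C, and without H/R B Zfp genes alone passed. Differences in peak counts, genes per library, peak length, region classes and motifs kept their direction without any single library, but without control A the difference in the stop codon window went from -0.422 to -0.225 percentage points (exact permutation p = 0.3) and that in coding sequence from 1.82 to 1.11 (exact permutation p = 0.3). The lncRNA and circRNA sets were recomputed at equal list length only. With the letters as a replicate block, the mRNA peak difference stayed at 8574 (sign-flip exact permutation p = 0.25, the smallest that 3 pairs allow), and 2021 genes were H/R-only and 67 control-only by pairs. Same-letter libraries shared deviations with correlations of 0.0495, 0.00112 and 0.0626 across genes, each under 0.1, and control B correlated best with another letter, so the letters were not taken to pair the libraries.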

Other observations

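The implied background, the matching of mitosis genes on peak strength and the look at the stop codon by peak strength were chosen only after the results they bear on had been seen, although what the matching would show was written down before its own result, and equal list length and other splits, though fixed beforehand, were set as tests of the excess of genes and of mitosis only after their counts had been seen. A set of matrix and adhesion genes stood out at equal list length and not with full lists. Tnc, a matrix glycoprotein of neural stem cell niches, Col6a1, a collagen chain, Itga7, a laminin receptor subunit, and Itgb8, an integrin that activates TGF-beta, were among the 7863 strongest peaks of every H/R list and of no control list (4 of 40 members, Fisher's exact test, two-sided, adjusted p = 0.0275). Of these, Itgb8 was also H/R-only with full lists, and the other genes were called in 1 full control list each. With full lists the adjusted p of this list was 1, and it ran from 0.517 to 1 over the lists with 1 library left out. With a p score of at least 100, 8 of its genes were H/R-only, and it did not pass (Fisher's exact test, adjusted p = 0.0921). With a fold enrichment of at least 10, 1 was H/R-only, and it did not pass either.

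The excess of H/R-only over control-only genes, 497 against 7, was weighed first. Of 10 splits of the libraries 1, the real one, gave as many genes (highest of the others 226) and likewise 1 as many regions (1682, highest of the others 491), but 10 splits are too few for a share under 0.05. The background that p and fold enrichment imply under a Poisson model for peaks near the calling threshold was lower in each control list (0.452, 0.192 and 0.264 expected reads) than in each H/R list (2.40, 0.843 and 1.9 reads), the lowest H/R value being 1.86 times the highest control value, so that a difference in depth between control and H/R inputs may account for the longer H/R lists and for the excess. At equal list length the ratio of H/R-only to control-only genes was 0.859 and that of regions 1.10, but equal length by itself pushes these counts together, the 73 and 85 genes and the 172 and 156 regions still lay above the highest of the other splits (41 and 91), and the strongest peaks of H/R-only genes stood at a median percentile of 34.6 of their own lists (83.8 for genes in all 6 lists), neither at the threshold nor in the middle. Depth, list length and H/R itself were not told apart for this excess, since the read numbers in the study's supplement were not used. A biological difference stays open.

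The mitosis genes among the H/R-only genes were weighed second. Among genes called in all 3 H/R lists, draws matched on peak strength held 4.93 H/R-only genes on average against the observed 12. The one-sided permutation p over 100000 draws was 0.000300, which argues against weak peaks near the threshold as the whole cause. With lists of equal length the adjusted p by Fisher's exact test was 0.775 with 2 of 39 members. The conditional odds ratio was 4.82 (95% interval 0.552 to 19.3) against 4.69 (2.26 to 9.01) with full lists. The 2 members at equal length, Cep55 and Troap, were not among the 12, and each was called in 1 full control list. The similar ratios therefore cannot show whether the full-list effect persisted, and list length cannot be told apart from H/R here. Input RNA was not analysed here, so a higher level of these transcripts after H/R, which would make their peaks easier to call, stays open as a candidate explanation, as does a change in methylation. The study reported that mRNAs of changed expression were closely related to cell division. Its hub rankings, drawn from genes changed in both m6A and expression, held Tacc3, Melk, Kif4, Prc1, Nusap1, Kif2c, Ccnb2 and Spc25, and also Cep55 and Troap. Bub1b, Kif18b, Nek2 and Kif11 were not in them. The direction of change of each gene was not looked up here.

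The shorter mRNA peaks in the H/R lists were weighed last. With equally long lists the lowest control median minus the highest H/R median was -106 bases, and in regions called in all 6 lists it was -6.5 bases, so the ranges of both groups overlapped in either test. Both the length of the lists and the calling of other regions in H/R may thus account for the difference, as the values they need were seen in tests that could have come out otherwise. With a fold enrichment of at least 10, however, the H/R minus control difference stayed at -93 bases (exact permutation p = 0.1). Peak numbers there differed by 873 per library (exact permutation p = 0.7). That cut does not compare the groups evenly, since median folds were lower in the H/R lists. It therefore cannot decide whether list length was the whole cause. A biological difference in peak length was not tested.

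Among the strongest 20% of peaks by p score, the stop codon window held the centres of 6.11%, 5.83% and 5.92% of peaks in control A, B and C and 5.77%, 5.22% and 5.69% in H/R A, B and C, and among the weakest 20% those of 6.85%, 6.39% and 6.38% and of 5.66%, 6.13% and 5.75%, so that the share was higher in weak peaks in each library but H/R A. With full lists more regions were H/R-only than control-only, 1682 against 17. That is the opposite direction to the counts of changed peaks quoted from the study above, which came from reads rather than from presence in the lists. With lists of equal length the counts were 172 against 156 regions and 73 against 85 genes, so the full-list direction is not set against the study's as a difference in methylation.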
